A study of Homo sapiens and Homo sapiens
Mus musculus with 5 samples.

How the data were processed

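Single-cell RNA expression was measured by Drop-seq in 5 samples. There were 2 libraries of the S1 line, 1 library of the T4-2 line (called T4 here), 1 library of a T4 and S1 co-culture mixed at 70:30, and 1 library of human HMT-3522 cells mixed 1:1 with mouse embryonic fibroblasts. Drop-seq captures single cells in droplets with barcoded beads, and a unique molecular identifier (UMI) marks each captured RNA molecule. Per the labels, cells were dissociated with trypsin, and amplification used 12 to 15 PCR cycles with 100 STAMPs (beads carrying the RNA of single cells) per reaction. The deposited values are counts, namely raw UMI counts per gene and barcode with no normalization. The aligner, annotation, genome build and barcode filter are not given in the sources used here, so no positions are reported. Both S1 libraries carry the same line name in the labels and were treated as replicates 1 and 2. The meaning of the letter that sets the name of replicate 2 apart is not given.

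Every barcode column was joined to a library by the start of its name, and 0 columns were left without a sample. A row was treated as copied when its counts over all barcodes of a library equalled those of a gene with a longer name beginning with its own name. The 187 genes with such a row in at least 1 library were left out, which departs from the planned use of every row, and 30936 of 31123 genes remained. No gene of the fixed lists was among those left out.

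The comparisons, gene lists, naming rule and most alternatives were chosen before the data were examined. Counts were summed per library, because cells are not replicates. T4 was compared with S1 in edgeR 4.0.16 (R 4.3.3) with the default expression filter, TMM scaling and the quasi-likelihood test. The fit held the 4 human libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The S1 pair gave the only residual degree of freedom, and T4 was assumed to vary like S1. The spread of single genes therefore came almost wholly from the prior shared over genes, with 38.2 prior degrees of freedom and a common biological coefficient of variation of 0.365. A count without a test held genes with at least a 2-fold difference between T4 and each S1 library in the same direction, with a prior count of 2.

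Named genes were those of 7 fixed lists and, in each tested comparison, the 5 called genes with the largest log2 fold change in each direction among those with at least 50 CPM (UMI counts scaled to a common library total) in a compared group. Other named genes are marked as chosen after their values were seen. List medians were placed among 10000 random lists of the same size drawn from 20 bins of mean expression. Cells were thinned without replacement to 2000 UMIs for assignment, spread and co-expression.

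Co-culture cells were assigned to T4 or S1 by L2 logistic regression (scikit-learn 1.9.0, inverse regularisation strength 0.01) on 12109 genes detected in at least 50 monoculture cells, without the reporter features. Error rates came from 5 folds of held-out cells. For gene tests the genes were split at random into a pair of sets, and each gene was tested only on classes made from the other set. Class sums were then compared in edgeR as above. Spread was given as the Fano factor (variance over mean), and co-expression as the median pairwise Spearman correlation over cells for genes with a UMI in at least 10 cells. Species was read from the capitals of gene names, and a barcode was single-species with at least 90% of its UMIs from 1 species.

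Intervals are 95% exact (Clopper-Pearson) intervals for shares and exact Poisson intervals for counts. A count of 0 was read as allowing up to 3 counts. These intervals and limits cover counting error only. Total depth was 13790560 UMIs in S1 replicate 1, 18362432 in S1 replicate 2, 19486776 in T4 and 23623912 in the co-culture.

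The methods were tested on simulated data. With 187 changed genes, edgeR recovered 154 (82.4%) and called 4 unchanged genes. All changes put in were well above 2-fold, and every gene had the same coefficient of variation of 0.35. The recovery and false calls thus do not carry over to smaller changes or to genes of unequal spread. The class comparison recovered 183 of 200 genes raised 16-fold and called 0 unchanged genes, and it called 0 genes when none was changed. Its made-up S1 class was drawn from the S1 libraries it was compared with, so it held no library difference. It therefore does not measure false calls for a class from another library. In 2000 made-up cells with 80% T4 the assignment found 80% T4. Of unshifted gene lists, 4% fell outside the central 95% of matched lists. These were random genes from the same pool, so a small share was set in advance, and genes that vary together were not tested. Between the S1 libraries the ERK output, EGFR, proliferation and immediate early lists lay outside, at percentiles 100, 99.99, 99.32 and 0. The other lists lay inside.

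Alternatives covered scaling, low-count filters, DESeq2 1.42.0, limma 3.58.1 with voom, cell filters, doublet removal with Scrublet in scanpy 1.11.5, thinning, assignment rules, thresholds and leaving out each S1 library. Those with at least 3000 UMIs, copied rows or reporter features, 2 further settings of the count by fold, and all settings of the S1 pair comparison were chosen after seeing the data. The chromosomal position of genes was not analysed here.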

Results

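The series addressed Ras/ERK signalling and variable gene expression, with basal-like breast cancer as its subject. S1 and T4 are lines of the HMT-3522 human breast epithelial series, S1 being non-malignant and T4 malignant. The 4 human libraries held 10317 barcodes, and the series description gives 10212 cells. Exactly 10212 of these barcodes had at most 10% of their UMIs from mitochondrial genes, and 105 had more. S1 replicate 1 held 2265 barcodes with a median of 5146 UMIs, and S1 replicate 2 held 1947 with a median of 8587. T4 held 2528 barcodes with a median of 6785.5 UMIs, and the co-culture held 3577 with a median of 5615. The lowest barcode had 2005 UMIs and the highest 28932. T4, the co-culture and the species mix had no replicates.

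The S1 pair gives the spread against which T4 can be read. The log2 CPM of the S1 libraries correlated over 18591 genes with a Pearson r of 0.956, where genes are not independent replicates. T4 correlated with S1 replicate 1 at 0.895 and with S1 replicate 2 at 0.899. The S1 libraries differed at least 2-fold in 3958 genes, and their chi-square per degree of freedom was 69.5, so they differed far beyond counting error.

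T4 was compared with S1 to ask how the malignant line differs from the non-malignant line. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 927 of 18591 genes were called, 627 higher and 300 lower in T4. An unadjusted p under 0.05 was found for 2965 genes. This count rests on a single residual degree of freedom and moved with small changes of the input. With a filter at 50 CPM it was 93 of 4491 genes, the alternative that moved it most. Leaving out 20 of 10317 barcodes gave 1178. The balance of directions moved too, with 353 higher and 266 lower by the DESeq2 Wald test and 239 higher and 65 lower with library totals only. Without a test, 3408 genes lay at least 2-fold from both S1 libraries in the same direction, 1998 higher and 1410 lower, or 2381 higher and 1099 lower with library totals only. The same count was 1484 for S1 replicate 1 against S1 replicate 2 and T4, and 1719 for S1 replicate 2 against S1 replicate 1 and T4. Without S1 replicate 1 the T4 count was 6046, and without S1 replicate 2 it was 5655. Leaving out a library removes a condition, so these counts can only be higher and do not judge the stability of the 3408.

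The largest falls among called genes were in cherry.t1, MRFAP1L1, S100A14, TAGLN and NAPRT. The features cherry.t1 and venus.t1 are not described in the labels, and their names are those of fluorescent proteins. The cherry.t1 feature had 362 ± 129 CPM (SD, n = 2) in S1 and 0 UMIs in T4, at least 2349-fold lower with a limit of 3 counts in T4. MRFAP1L1 had 136 ± 5.64 CPM (SD, n = 2) in S1 and 0 UMIs in T4, at least 880-fold lower by the same limit. S100A14 had 539 ± 98.7 CPM (SD, n = 2) in S1 and 6.17 CPM in T4. TAGLN had 495 ± 101 CPM (SD, n = 2) in S1 and 6.22 CPM in T4. NAPRT had 79.4 ± 5.24 CPM (SD, n = 2) in S1 and 1.08 CPM in T4.

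The largest rises were in venus.t1, TNNI3, COL5A2, CD74 and NNMT. The venus.t1 feature had 10817 UMIs in T4 and 1 UMI in S1, a ratio of 17854 with a counting interval of 3204 to 705263. TNNI3 had 1128 UMIs in T4 and 3 UMIs in S1, a ratio of 621 with a counting interval of 212 to 3014. COL5A2 had 337 CPM in T4 and 1.12 ± 0.577 CPM (SD, n = 2) in S1. CD74 had 353 CPM in T4 and 2.16 ± 2.59 CPM (SD, n = 2) in S1. NNMT had 148 CPM in T4 and 0.935 ± 0.296 CPM (SD, n = 2) in S1.

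Of 54 listed genes tested by edgeR, 12 were called over all genes and 15 when adjusted over the list alone. The 8 higher in T4 were HBEGF, EPGN, VIM, ZEB1, MKI67, TOP2A, CCNB1 and BIRC5, and the 4 lower were EPHA4, KRT17, EPCAM and CD24. With library totals only, HBEGF, ZEB1, BIRC5, EPHA4, EPCAM and CD24 were no longer called. HBEGF and CD24 also lost the call with the DESeq2 Wald test, ZEB1 with thinned cells, and CD24 with a filter at 50 CPM and with copied rows left in. CD24 had 109 CPM in S1 replicate 1, 15.5 CPM in S1 replicate 2 and 11.7 CPM in T4, so its fall rests on S1 replicate 1. T4 lay outside the range of the S1 pair in 42 of 56 listed genes, where chance gives 66.7%. AREG, chosen after its values were seen, had 1726 CPM in T4, 224 CPM in S1 replicate 1 and 1160 CPM in S1 replicate 2. Its log2 fold change of 1.10 was not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p 0.31), and it was called by limma voom.

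**Figure D1:**
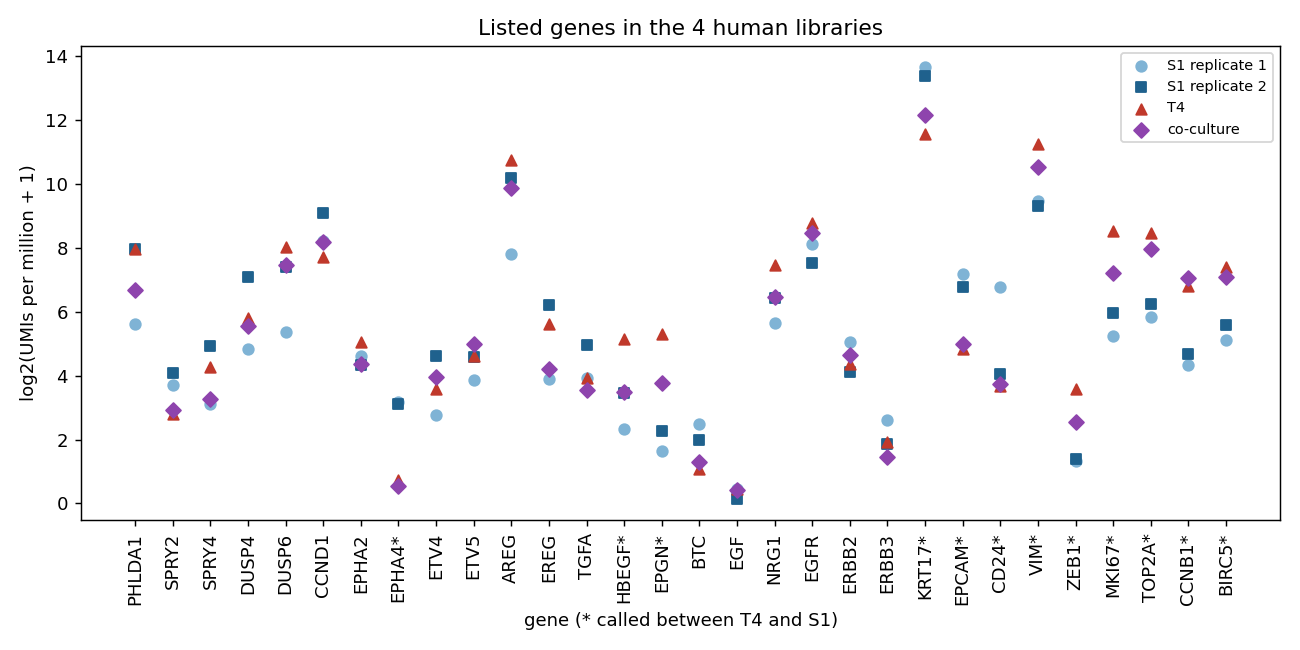
Level of the ERK output and EGFR lists and of the other called list genes, as log2 of CPM plus 1, with 1 point per library. AREG reached 224 CPM in S1 replicate 1 and 1160 CPM in S1 replicate 2.

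The ERK output list had a median log2 difference between T4 and the S1 mean of -0.08, at percentile 50.5 of matched lists. Its sign depended on the S1 library. It was 0.75 with S1 replicate 1 alone (without S1 replicate 2) and -1.14 with S1 replicate 2 alone (without S1 replicate 1). With library totals only it was 0.09. Between the S1 libraries the list was 1.55 higher in replicate 2, at percentile 100 of matched lists, a larger difference than that between T4 and the S1 mean. A direction of the list in T4 was therefore not established.

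The EGFR ligand and receptor list had a median of 0.61, at percentile 99.5. It was 0.18 without S1 replicate 1, at percentile 84.6, and 1.13 without S1 replicate 2. The list differed more between the S1 libraries, by 0.96 at percentile 99.99 (S1 replicate 2 higher), so a difference of T4 from S1 was not established for it. The proliferation list was higher in T4 by 1.89, at percentile 100, and stayed between 1.57 and 2.20 when either S1 library was left out, above the 0.81 between the S1 libraries. The mesenchymal list had a median of 0.65 at percentile 98.2. It was 0.96 at percentile 99.6 without S1 replicate 1 and 0.51 at percentile 93.7, inside the range of matched lists, without S1 replicate 2. The basal list had a median of 0.05 at percentile 83.9. The mean of the basal list was -0.05, opposite in sign to its median. The luminal list had a median of -1.39 over 5 genes, at percentile 0.04. It was -0.65 without S1 replicate 1, at percentile 10.8 and inside the range of matched lists, and -1.03 without S1 replicate 2, at percentile 0.69, and 2 of its genes were higher. A fall of the luminal list and a rise of the mesenchymal list beyond matched lists were thus not established against each S1 library alone. The immediate early and dissociation list had a median of 0.15, at percentile 82.0, a mean of -0.05, 0.50 without S1 replicate 1 and -0.75 without S1 replicate 2. It was lower in S1 replicate 2 than in replicate 1, with a median of -1.21. Library totals only moved the median of all genes in the edgeR fit from -0.05 to 0.12.

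The co-culture library was compared with its 70:30 mix. Least squares over 1535 genes gave T4 a share of 76.8% of the UMIs. The share was 82.8% with genes at least 4-fold apart and 65.8% without S1 replicate 2. By profile, 3143 of 3577 cells were assigned to T4, a share of 87.9% (95% exact interval 86.8% to 88.9%). The T4-assigned cells held 91.3% of the co-culture UMIs, above the 76.8% found without assigning cells. In held-out monoculture cells 0 were assigned to the wrong line. These cells came from the training libraries, so this does not measure error in the co-culture library. With an S1 library left out of training, 0.132% of replicate 1 cells and 0.462% of replicate 2 cells were assigned to T4. Only 2344 of 3577 co-culture cells were assigned to a line at a probability of at least 0.9. The share moved most when cells were thinned to 1000 UMIs, to 85.7%. The reporter features gave 1802 cells with venus.t1 only and 248 with cherry.t1 only, a T4 share of 87.9%, or 89.0% after correction for how often each was detected. No T4 cell of 2528 had a cherry.t1 UMI, which allows a share of cells with a UMI of up to 0.119%. Of the cells with cherry.t1 only, 244 of 248 were assigned to S1, and of those with venus.t1 only, 1781 of 1802 were assigned to T4. Both features were found in 60 co-culture cells, of which 38 were assigned to S1 and 22 to T4. Of the 434 cells assigned to S1, 13.6% had a venus.t1 UMI.

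**Figure D2:**
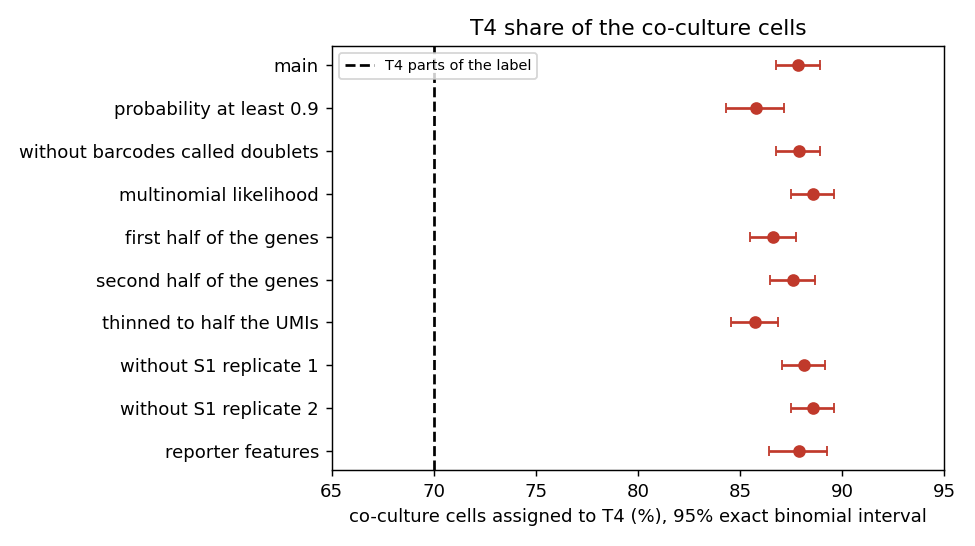
Share of co-culture cells assigned to T4 in percent under each way of assigning them, with 95% exact binomial intervals, and the 70 parts of the label as a dashed line. The share from profiles was 87.9% and the share from the reporter features was 87.9%.

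Co-culture cells assigned to S1 were compared with S1 monoculture to ask whether S1 cells differ next to T4 cells. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 177 of 18731 genes were called, 167 higher and 10 lower, and 1131 had an unadjusted p under 0.05. The DESeq2 Wald test called 120, the alternative that moved the count most, and all 120 were among the 177. This is 1 co-culture library, so co-culture and library cannot be told apart in this comparison. The largest rises among called genes were in venus.t1, CHI3L2, CD74, CXCL1 and LTB. LTB had 1723 CPM in S1-assigned cells, 31.8 ± 24.7 CPM (SD, n = 2) in S1 and 22.8 CPM in T4-assigned cells. CHI3L2 had 57.7 CPM in S1-assigned cells, 0.372 ± 0.0132 CPM (SD, n = 2) in S1 and 8.24 CPM in T4-assigned cells. CD74 had 239 CPM in S1-assigned cells and 705 CPM in T4-assigned cells, and CXCL1 had 101 and 94.4 CPM. The venus.t1 feature had 136 CPM in S1-assigned cells and 537 CPM in T4-assigned cells, which measures T4 RNA in that class. These values come from classes made with part of the genes. With all genes, the 434 cells assigned to S1 had venus.t1 at 88.0 CPM, 16.3% of its level in T4-assigned cells. Only 4 called genes that fell passed the 50 CPM rule, namely TAGLN, MYL9, FAM111B and DKK1. TAGLN had 15.5 CPM in S1-assigned cells and 12.6 CPM in T4-assigned cells.

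Of the 54 listed genes, edgeR called 0 in this comparison and 1 when adjusted over the list alone, and 14 had an unadjusted p under 0.05. AREG had 296 CPM in S1-assigned cells, within the range of the S1 pair. T4-assigned cells differed at least 2-fold from T4 in 709 genes upward and 747 downward, compared by fold without a test.

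**Figure D3:**
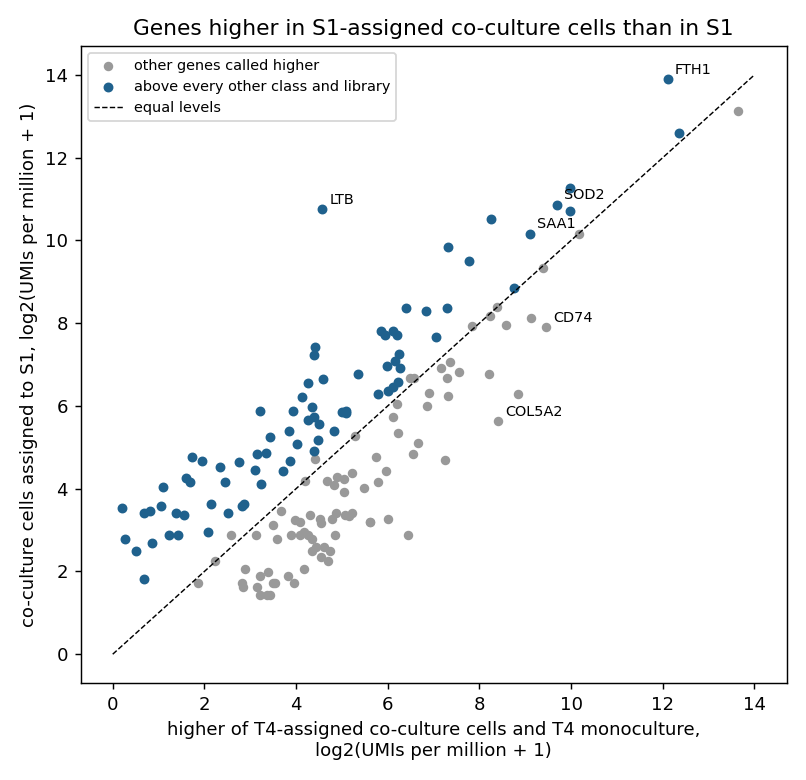
Genes called higher in S1-assigned co-culture cells, with their level there against the higher of T4-assigned cells and T4 monoculture, both as log2 of CPM plus 1. Blue points mark 79 genes whose lower counting limit in S1-assigned cells lay above the level in every other class and library. The dashed line marks equal levels.

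Cell-to-cell spread was compared because the series title names variable expression. At 2000 UMIs per cell the Fano factor in T4 lay above both S1 libraries for 23 of 47 listed genes, below both for 14 and between them for 10, where chance gives 33.3% on each side. With cells thinned to 1000 UMIs it lay above for 23 of 43 genes and below for 7. The Fano factor was not adjusted for mean expression, so higher expression in T4 could also raise it. For the ERK output list the median was 1.08 in T4, 1.15 in S1 replicate 1 and 1.09 in S1 replicate 2. With cells thinned to 1000 UMIs these medians were 1.07, 1.02 and 1.08. AREG had a UMI in 30.0% of S1 replicate 1 cells (28.1% to 31.96%), 73.8% of S1 replicate 2 cells (71.8% to 75.7%), 79.3% of T4 cells (77.7% to 80.9%) and 63.3% of co-culture cells (61.7% to 64.9%). These shares differ between the S1 libraries at equal depth, and no cell type lacking AREG was present to give a background.

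The median correlation within the ERK output list was 0.0117 in T4, 0.00712 in S1 replicate 1 and 0.00486 in S1 replicate 2. These lay at percentiles 99.7, 97.9 and 91.4 of matched lists and are all small. The EGFR list gave 0.00881 in T4, -0.00452 in S1 replicate 1 and -0.000856 in S1 replicate 2. The proliferation list gave 0.370 in T4, 0.302 in S1 replicate 1 and 0.255 in S1 replicate 2. In T4 the basal list gave 0.0874, the mesenchymal list 0.0312, the luminal list 0.00929 and the immediate early list 0.0129. The luminal value was -0.0117 with cells thinned to 1000 UMIs.

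The species mix shows barcodes that hold RNA of both species, from more than 1 cell or from free RNA, and pairs of cells of the same species go unseen. Of 1999 barcodes with a UMI, 1196 were human, 459 mouse and 344 mixed, a mixed share of 17.2% (95% exact interval 15.6% to 18.9%). Only 40.1% of random pairs of these human and mouse barcodes would be mixed, so this is not the share of barcodes with more than 1 cell. It fell to 5.69% among the 1319 barcodes with at least 1000 UMIs and to 3.30% at 80% purity, and was 36.7% at 95% purity. Mouse genes gave 0.661% of UMIs in human barcodes, and human genes 6.33% of UMIs in mouse barcodes. Species was read from gene names, so names shared between annotations limit these shares.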

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

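The tests of a difference between the lines, of T4 RNA with each of its parts, of the choice by reporters and of a library difference were chosen only after the result was seen. A test of the difference between the change of S1-assigned cells (against S1) and that of T4-assigned cells (against T4) called 56 of 18731 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 610 genes, and 51 of the 56 rose more in S1-assigned cells. The 56 include the 2 reporter features. LTB differed by 4.77 on the log2 scale (adjusted p 0.0013 in edgeR with Benjamini-Hochberg adjustment), with 1723 CPM in S1-assigned cells and 22.8 CPM in T4-assigned cells. These values rest on 1 co-culture library, 1 T4 library and 1 residual degree of freedom.

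RNA of T4 cells among the S1-assigned cells is a candidate explanation for part of the genes. The venus.t1 level in S1-assigned cells was 25.4% and 21.9% of that in T4-assigned cells in the count tables of the gene sets. It was 4.44% and 4.54% (upper bounds 6.37% and 6.32%) in the cells assigned to S1 at a probability of at least 0.9, which thus hold far less T4 RNA. A mixture of S1 and T4-assigned cells cannot exceed both, yet 14 of the 56 genes lay above both beyond counting error, LTB among them. The counting error of each gene was taken from the S1-assigned cells only. Of the others, 4 genes (TAGLN, DKK1, MYL9 and CPA4) fell over 2-fold below the mixture that the venus.t1 share gives, beyond counting error and with the lower S1 library in the mixture. In the cells at a probability of at least 0.9, another 10 genes, CXCL1 and TNF among them, were called higher and lay over 2-fold above the mixture there, beyond counting error and with the higher S1 library. This argues against T4 RNA as the whole cause for these genes too. For the remaining 26 genes this explanation stays open.

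Among all 166 genes called higher in S1-assigned cells, reporters left out, 79 lay above the S1 libraries, T4 and the T4-assigned cells. This allows for counting error in the S1-assigned cells only. HLA-C, 1 of the 79, had 462 CPM there and 429 CPM in T4-assigned cells, with overlapping counting intervals. Of the 79, 66 were called again at a probability of at least 0.9. Of the remaining 87 genes, 52 were within 2-fold of the mixture in all S1-assigned cells and 35 were above that, 15 of them with counting error and the higher S1 library allowed for. In the cells at a probability of at least 0.9, 38 of the 87 were called again, and 27 of these also lay over 2-fold above the mixture there by the same allowances, 12 of the 15 among them. This argues against T4 RNA as the whole cause of the rise of the 27. For the other 60 genes T4 RNA and a change in S1 cells cannot be told apart, since their level in those cells was 38.4% of that in all S1-assigned cells at the median, which the choice of cells could also give. All 10 genes called lower in S1-assigned cells lay over 2-fold below the mixture with the lower S1 library in it, and 8 of them did at a probability of at least 0.9. The mixture takes T4-assigned cells at their average and venus.t1 as the gauge. Over 16 transcripts with at least 20 CPM in T4 and in T4-assigned cells and 50-fold less in S1, the level was 27.6% of that in T4-assigned cells at the median, with a range from 7.45% to 58.0%.

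The way cells were assigned was weighed by choosing S1 cells from the reporter features instead. Of the 166 genes, 79.5% were called again, and of the 79 above every other class 74 were called again. This argues against the profile assignment as the whole cause, although both choices draw on the same library. SOD2, NFKBIA, S100A8, SAA1 and FTH1, chosen after their values were seen, were among the 79. In T4-assigned cells against T4 their log2 differences were -0.04, 0.56, 0.90, 1.69 and 0.77. S100A8 also differed between the S1 libraries, with 5.88 CPM in replicate 1 and 150 CPM in replicate 2.

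A difference of the co-culture library that has nothing to do with co-culture could raise the same genes. Of the 166 genes, 20 also rose at least 2-fold in T4-assigned cells against T4, which is 12.0% against 3.79% of all genes tested. LTB, CHI3L2, CD74 and SAA1 were among the 20, with log2 differences of 1.10, 1.17, 1.16 and 1.69 in T4-assigned cells. A library difference that acts on S1 cells alone would not show there, and 1 co-culture library cannot separate it from co-culture. A response of S1 cells to T4 cells stays open as an untested hypothesis.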

How the results depend on the processing

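The alternatives with at least 3000 UMIs, with copied rows left in, with reporter features, with library totals or a mitochondrial limit in the count by fold, and all of those of the S1 pair were chosen only after the results were seen. The 22 main results had 118 alternatives. For list medians and the bulk share the limit was the SD of the values without each S1 library, so it cannot judge those 16 values, which are given as ranges, and it is wide for the ERK output list (1.33). For counts the limit was 1.5 times, for shares of cells the 95% interval and for co-expression the SD of the S1 pair. Of the other 102 alternatives, 81 stayed within these limits and 21 did not. Among the 21 are the counts by fold without an S1 library, which could only rise and so cannot judge that count.

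The 927 genes called between T4 and S1 became 304 with library totals only (239 higher, 65 lower) and 93 with at least 50 CPM, where 4491 genes were tested. All 304 and all 93 were among the 927. Within 1.5 times, the count ranged from 619 with the DESeq2 Wald test to 1274 with limma voom. The prior degrees of freedom that edgeR estimated were 38.2 in the fit reported, 7.92 with library totals only and 11.1 with at least 50 CPM. They had no upper limit after leaving out the 20 barcodes called doublets (1178 genes) or barcodes over 10% mitochondrial UMIs (1153 genes), although the coefficient of variation stayed at 0.364 and 0.365. They had no upper limit with thinned cells either, where 641 of 14760 genes were called. No alternative changed the prior degrees of freedom alone, so their part in the counts was not tested.

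By fold only, 3408 genes became 1682 at 3-fold, with 1372 apart in the S1 pair. The count was 5655 to 6046 when an S1 library was left out, which removes a condition and can only raise it. Leaving out an S1 library gave -1.03 to -0.65 for the luminal list, -0.75 to 0.50 for the immediate early list, -1.14 to 0.75 for the ERK output list, 0.18 to 1.13 for the EGFR list, 0.51 to 0.96 for the mesenchymal list, 1.57 to 2.20 for the proliferation list and -0.02 to 0.12 for the basal list. With library totals only the basal list was 0.22. The bulk share of T4 was 82.8% with 4-fold genes and 65.8% to 73.9% when an S1 library was left out. The share from cells was 85.8% at a probability of at least 0.9, 86.6% with the first set of genes, 85.7% with cells thinned to 1000 UMIs and 89.0% with reporters corrected for detection.

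Thinning further moved the T4 co-expression to 0.0157 (EGFR list), 0.0505 (basal), -0.0117 (luminal) and 0.231 (proliferation). Pearson correlation gave 0.0133 (ERK output) and 0.0352 (mesenchymal). The mixed share of species was 3.30% at 80% purity, 36.7% at 95% purity and 5.69% with at least 1000 UMIs. The cause was not tested except where the threshold itself sets the value.

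For 26 of the named genes between T4 and S1, 296 of 308 alternatives kept direction and side of the threshold, 11 lost the call, 6 of these with library totals only, 1 gained it and 0 reversed. For 14 named genes of S1-assigned cells, 64 of 70 did, 5 lost the call, 4 of these with DESeq2, and 1 reversed. That was venus.t1 at -2.14 with cells chosen for having no venus.t1 UMI, which sets its value. The 26 were the 5 largest called changes in each direction, the 12 called list genes, and AREG, PHLDA1, DUSP6 and CCND1. All 14 genes of S1-assigned cells were called. Most of these genes were taken because they were called, so this stability does not cover the other listed genes.

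A minimum of 1000 UMIs removed no barcode of the human libraries. Correcting for held-out errors, keeping only S1 cells assigned to S1 and mixing in T4 cells at the held-out share changed nothing, since 0 held-out cells were misassigned, so these say nothing about stability. Scrublet called 20 of 10317 barcodes, too few to test the effect of doublets. Depth limits the values of genes with few UMIs in single cells.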

Other observations

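The test of UMIs per cell for the ERK output list was written before its result was seen, and the other tests in this part were chosen only after. The ERK output list was higher in S1 replicate 2 than in replicate 1. A difference in UMIs per cell is argued against, since the difference of the medians was 1.39 with every cell thinned to 2000 UMIs and 1.40 with all UMIs, both on plain library totals. T4 cells or T4 RNA in S1 replicate 2 are argued against, since venus.t1 there was at 0.00981% of its T4 level. A difference between the cultures or batches of the S1 libraries stays open, and the labels give no batch.

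The T4 share of the assigned co-culture cells lay above the 70 parts of the label. The estimate over genes gave T4 76.8% of the UMIs. This is 69.6% of the cells at the mean UMIs of the assigned classes (76.9% with genes at least 4-fold apart, 66.2% without S1 replicate 1 and 57.1% without S1 replicate 2), but 72.3% and 80.2% at the mean UMIs of T4 with S1 replicate 1 or 2, so it does not settle on which side of the label the share lies. Wrong assignment is argued against, since the reporter features gave 87.9% of cells, and without assigning cells the library held venus.t1 at 89.99% of its T4 level and cherry.t1 at 14.8% and 8.84% of its S1 levels. The estimate over genes assumes unchanged profiles in co-culture, and why it lies below the reporters was not tested, so an excess over the label rests on the assigned cells and the reporters. The T4 share rose with UMIs per barcode, from 78.1% in the group of barcodes with the fewest UMIs to 96.8% in that with the most. More T4 than S1 cells may have passed the minimum of UMIs per barcode, and barcodes below about 2000 UMIs were not analysed here, so this cannot be told apart from growth or capture differences between the lines, which were not tested.

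In each human library 73 to 83 genes held an exact copy of the row of a gene with a longer name. Matching of row names in part when libraries were joined is a candidate explanation. Of undetected genes whose name starts exactly 1 detected name, counted per library, 312 of 335 (93.1%) carried that row, against 1 of 275 of those starting several. No biological explanation was tested. With these rows left in, 41 of the 909 genes called between T4 and S1 were copied.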
